A study of Mus musculus with 11 samples. Its data were reported in "14-3-3ζ coordinates adipogenesis of visceral fat" (2015).

How the data were processed

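RNA of gonadal white adipose tissue from 6 wild-type and 5 14-3-3ζKO samples (male mice, 50 weeks) was sequenced by the authors. According to the submitters' processing notes and the study's methods, reads were aligned with TopHat2 2.0.11 to the mouse genome build NCBIM37, and transcripts were quantified and compared with Cufflinks 2.2.0 and its Cuffdiff program. How Cuffdiff scaled the libraries to each other is not given in the sources used here. The reference annotation used here was of the same build, and loci are given 1-based.

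The authors deposited FPKM as 1 value per group for 42815 loci, and FPKM per library for the 86 loci with a q under 0.05. The authors' deposited p-values and q-values came from Cuffdiff, whose smallest p-value here was 5e-05, so the smallest q was 0.0169. The test statistic deposited by the authors, a score, was not used. Cuffdiff had tested 17190 loci. The deposited q-values were checked by adjusting the deposited p-values again by the Benjamini-Hochberg method, and the largest difference was 5.22e-07. Fold changes were recomputed from the group FPKM because 883 cells of the deposited fold column held a spreadsheet error. Gene symbols turned into dates by a spreadsheet (23 loci) could not be matched to a list. The mean of the libraries matched the deposited value of each group to a relative difference of at most 5.21e-06 over the 86 loci, except for C1qb, whose wild-type mean was 464 FPKM against a deposited value of 359 FPKM. The labels and the study's methods give a read number for the sequencing but no totals per library, so no counting interval is given. Cuffdiff cannot be run again from these values, and alternatives that need values per library were applied to the 86 loci only.

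Libraries were grouped by their titles. The values per library were compared as log2(FPKM + 1) by an exact two-sided permutation test of the difference of means with Benjamini-Hochberg adjustment over the 86 loci (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, python 3.11.15). Folds on this scale understate the change of low genes. For gene lists, the two-sided p-value was turned into a signed z value and tested with cameraPR (limma 3.58.1, R 4.3.3) at an inter-gene correlation of 0.01, over the 32 lists with at least 5 tested members. The remaining list, of sex-linked control genes, had a median log2 fold of 0.04. A symbol with several loci was represented by the tested locus of highest mean FPKM, a choice made after the tables were seen. Each list's median log2 fold was placed among 10000 random lists matched on mean FPKM in 20 bins (seed 1), and called genes were counted with two-sided Fisher's exact tests against all tested loci. An inter-gene correlation was estimated from the residuals of the 11 macrophage genes with values per library, and fry was not run because other lists had too few such genes.

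The main lists, the main tests and the rule for named genes were fixed before the data were examined. Some tests of explanations were chosen later, as said where they are given. Named genes were the 14-3-3 family, the 12 largest rises and 12 largest falls among called single-gene loci (predicted genes left out), genes the study measured by other means, and in each list the called members (at most 4, by smallest p) or, where none passed, the 2 with the highest mean FPKM. Cd68, Dock8 and other genes outside this rule were named after their values were seen. Alternatives were other q thresholds, expression and fold floors, pseudocounts of 0.1 and 1, recentring, other correlations and statistics for the lists, other windows around Ywhaz, each library left out in turn, limma in place of the permutation test, and the replicate number as a block. On simulated data the permutation test recovered 40 of 40 changed genes among 86 with 3 false calls, limma recovered 40 of 40 with 2 false calls, and cameraPR recovered the 1 shifted list of 32 over 17190 genes with 0 false calls. The simulated genes varied independently, had less spread within groups than many genes here and had not been chosen by a test. These counts therefore give neither the recovery nor the false calls to expect here. Plots were drawn with matplotlib 3.10.9.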

Results

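Gonadal white adipose tissue of male C57Bl/6 mice was profiled by RNA sequencing at 50 weeks of age. The labels give standard chow as the diet, whereas the study describes a low-fat diet for its analysis of genes that differed in this tissue, and whether both refer to the same animals is not settled by the sources used here. The 11 libraries came from 6 wild-type and 5 14-3-3ζKO samples, the latter lacking the scaffold protein 14-3-3ζ encoded by Ywhaz. FPKM (fragments mapped to a transcript, scaled to its length and to the mapped fragments of the library) were analysed as 1 value per group for all genes and as 1 value per library for 86 genes. The labels and the study's methods give a read number for the sequencing without totals per library, so the depth behind each value is not known from the sources used here. The labels number the samples without naming an animal for each, while the study counts them as mice per genotype. The permutation and limma p-values measure the spread between these samples. Those of Cuffdiff come from its own model, and those of cameraPR compare the genes of a list with the other genes.

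The comparison asked which transcripts depend on 14-3-3ζ in adult visceral fat, and Ywhaz itself was examined in every library. Ywhaz (chromosome 15, 36700500 to 36725408, NCBIM37, minus strand, protein coding) fell from 107.2 ± 11.8 FPKM (SD, n = 6) in wild-type to 22.5 ± 9.47 FPKM (SD, n = 5) in 14-3-3ζKO tissue, so 21% of the wild-type level remained. The wild-type libraries lay between 94.2 and 118.3 FPKM and the 14-3-3ζKO libraries between 14.5 and 38.2 FPKM. The difference was -2.28 ± 0.24 (SE) on the log2(FPKM + 1) scale, with an exact two-sided permutation p of 0.00216, the smallest that 462 splits allow. None of the other 14-3-3 genes, 6 in number, passed a q of 0.05 in the authors' deposited table, where Ywhab stood at 221 and 252 FPKM (p = 0.748), Ywhae at 185 and 181 FPKM (p = 0.952) and Ywhag at 123.4 and 123.4 FPKM (p = 0.999) in wild-type and 14-3-3ζKO tissue. In the authors' deposited table Ywhah stood at 129 and 96.8 FPKM (p = 0.328), Ywhaq at 135 and 121 FPKM (p = 0.696) and Sfn at 9.31 and 20.7 FPKM (p = 0.04425, q = 0.661). A p given beside group FPKM is Cuffdiff's unadjusted p of a gene that missed this q. Adjusted over the list alone, 1 family member, Ywhaz, passed.

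Of 17190 genes tested in the authors' deposited table, 86 passed a Cuffdiff q of 0.05, 66 lower and 20 higher in 14-3-3ζKO tissue. At an unadjusted p under 0.05 in the authors' deposited table the balance was the opposite, with 535 genes lower and 696 higher. Of the 12 genes with the largest falls, 5 belonged to the macrophage list fixed beforehand (Trem2, Emr1, Mpeg1, Ms4a7 and Itgax). Emr1, a macrophage surface receptor, was 95.5 ± 84.4 FPKM (SD, n = 6) in wild-type and 7.79 ± 2.77 FPKM (SD, n = 5) in 14-3-3ζKO tissue, a difference of -2.87 ± 0.70 (SE) on the log2 scale (exact permutation test, adjusted p = 0.0399). Trem2, a lipid-sensing receptor of macrophages, was 182 ± 166 FPKM (SD, n = 6) against 15.3 ± 6.73 FPKM (SD, n = 5), with an adjusted p of 0.0407 in the exact permutation test. Clec12a, a myeloid lectin receptor, was 49.8 ± 45.0 FPKM (SD, n = 6) against 4.11 ± 3.39 FPKM (SD, n = 5), also with an adjusted p of 0.0407 in the exact permutation test. Slc37a2, Cd300lb, Clec4a3, Myo1f, Mpeg1, Ms4a7, Atp6v0d2 and Tlr8 completed the genes with the largest falls that passed this test, with log2 differences from -2.75 to -2.22. Itgax, an integrin of dendritic cells and macrophages, missed it (log2 difference -2.36, exact permutation test, adjusted p = 0.0510). Clec4a3 and Cd300lb have close relatives among which reads could be divided, and their values are uncertain for that reason.

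The lower values were carried by a part of the wild-type libraries. In 64 of the 66 lower genes, wild-type replicates 1, 3 and 4 each exceeded all 8 other libraries, the exceptions being Ywhaz and Dock8. Cd68, a lysosomal protein of macrophages, reached 461, 499 and 476 FPKM in those libraries, 84.9, 72.5 and 41.8 FPKM in wild-type replicates 2, 5 and 6, and 31.1 to 56.9 FPKM in 14-3-3ζKO libraries. With replicates 1, 3 and 4 left out, all 66 genes were still lower on average in 14-3-3ζKO tissue, but the median log2 difference moved from -2.01 to -0.71, and limma called 1 of them, Ywhaz, at an adjusted p under 0.05, against 59 with all libraries. Groups did not overlap for 11 of the 66 lower genes, including Ywhaz, Emr1, Ms4a7, Clec4a3, Slc37a2 and Tlr8. Chance gives 0.433% of splits for a gene not chosen by its difference, whereas these genes were chosen on the same libraries, so the count is not independent evidence.

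**Figure D1:**
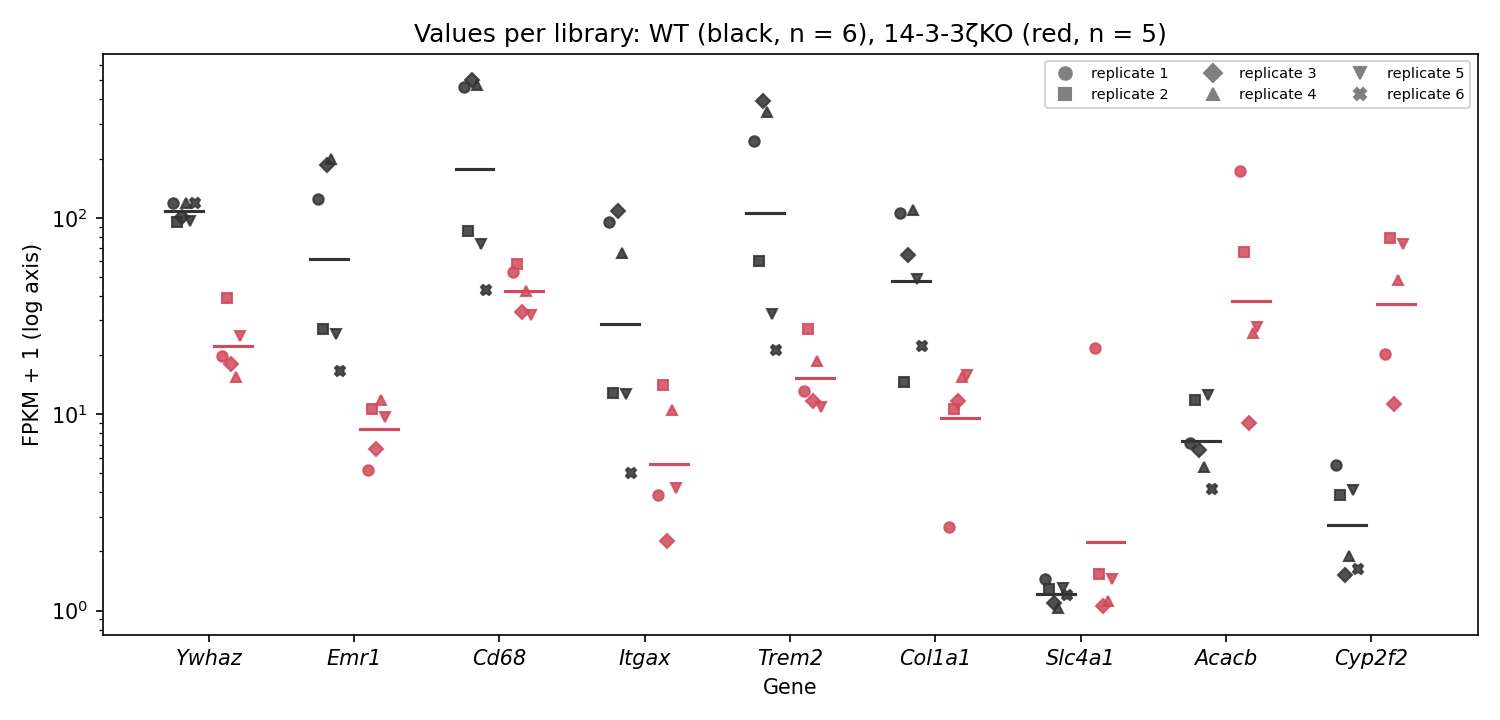
FPKM + 1 on a log axis for 9 genes in the 6 wild-type (black) and 5 14-3-3ζKO libraries (red), with symbols for replicate numbers and bars at the mean of the log values. Wild-type replicates 1, 3 and 4 stand above the other libraries in Emr1, Cd68, Itgax and Trem2 but not in Ywhaz, and KO replicate 1 holds the Slc4a1 signal (20.8 FPKM).

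Of the 86 genes, 56 passed an exact two-sided permutation test of their values per library with Benjamini-Hochberg adjustment, 41 of them lower and 15 higher in 14-3-3ζKO tissue. These genes had been chosen by the Cuffdiff test on the same libraries, so the count is not independent evidence. It was 0 without KO replicate 1, 2, 4 or 5 in turn, 9 without KO replicate 3, 14 without wild-type replicate 1 and 17 without wild-type replicate 4; limma, which pools the spread over genes, called 74 genes with all libraries and 48 to 81 with 1 library left out.

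Among the named genes higher in 14-3-3ζKO tissue, Cyp2f2, a cytochrome P450 enzyme, was the 1 whose groups did not overlap. It was 2.08 ± 1.64 FPKM (SD, n = 6) in wild-type and 45.5 ± 30.6 FPKM (SD, n = 5) in 14-3-3ζKO tissue, a log2 difference of 3.75 ± 0.64 (SE) (exact permutation test, adjusted p = 0.0399). Ces1f, a carboxylesterase, was 26.4 ± 16.4 FPKM (SD, n = 6) against 132 ± 63.7 FPKM (SD, n = 5), with an adjusted p of 0.0407 in the exact permutation test. Acacb, the acetyl-CoA carboxylase of the mitochondrial membrane, was 6.93 ± 3.46 FPKM (SD, n = 6) against 59.6 ± 66.6 FPKM (SD, n = 5), with the same adjusted p in the exact permutation test. In 13 of the 20 higher genes 1 library supplied over 50% of the summed 14-3-3ζKO signal, and in 9 of these it was KO replicate 1, including Acacb, Ier3, Gadd45g, AA467197 and Apold1. Slc4a1, the anion exchanger of red cells, was 20.8 FPKM in KO replicate 1 and at most 0.526 FPKM in any other library, and its log2 difference was 0.06 without that library. KO replicate 2 supplied 99.7% of the 2310014L17Rik signal and 83.9% of that of Ighg3, an immunoglobulin heavy chain. Mmp7, a matrix metalloproteinase, reached 25.1 and 68.4 FPKM in wild-type replicates 2 and 6 and 413 FPKM in KO replicate 5, and missed the permutation test (exact, adjusted p = 0.206). Snhg11, a long non-coding RNA host gene, passed it (log2 difference 1.88, exact permutation test, adjusted p = 0.0441). Gsta3, a glutathione transferase with close relatives among which reads could be divided, was 60.1 ± 38.6 FPKM (SD, n = 6) against 220.3 ± 78.2 FPKM (SD, n = 5) (exact permutation test, adjusted p = 0.0399). The other 7 higher loci carried no gene symbol and overlapped no annotated gene. In 1 of them (chromosome 5, 124175047 to 124175476), listed at 0 in each wild-type library, the 14-3-3ζKO libraries lay between 3.84 and 7.93 FPKM. Another (chromosome 8, 118080301 to 118080732) was also listed at 0 in each wild-type library and in KO replicates 3 and 5, with 81.5% of its 14-3-3ζKO signal in KO replicate 2, and missed the permutation test (exact, adjusted p = 0.0704).

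Among the gene lists fixed beforehand, the macrophage markers had the lowest median. Of 24 macrophage markers tested, 11 were lower and none higher at a q of 0.05 in the authors' deposited table, 13 did not pass, and 20 were lower when adjusted over the list alone. Their median log2 fold was -2.34, below all 10000 random lists matched on expression, and the list held more called genes than the background (Fisher's exact test, adjusted p = 1.92e-18). Both comparisons treat genes as independent, whereas the 11 called macrophage genes were closely correlated, so both overstate the evidence. The cameraPR adjusted p was 1.51e-37 at a preset inter-gene correlation of 0.01, and the call was lost with an estimated correlation (adjusted p = 0.0697 with an estimated correlation). That correlation, 0.935, came from the 11 called macrophage genes, which follow wild-type replicates 1, 3 and 4 closely, and it was not estimated for other lists, which had at most 2 members with values per library. It was applied to each of them, and none of the 16 lists called at the preset value kept its call.

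Of 25 extracellular matrix genes, 1 passed in the authors' deposited table, Col1a1. Col1a1, the main fibrillar collagen chain, was 60.0 ± 40.7 FPKM (SD, n = 6) against 10.3 ± 5.34 FPKM (SD, n = 5) (exact permutation test, adjusted p = 0.0407). Its log2 difference was -1.39 with wild-type replicates 1, 3 and 4 left out, against -2.32 with all libraries. Adjusted over the list alone, 10 of the 25 were lower, the median log2 fold was -1.23, and the cameraPR adjusted p was 6.11e-15 (adjusted p = 0.597 with an estimated correlation). Among 12 mast cell and neutrophil markers, the mast cell proteases Cma1 (38.7 and 5.71 FPKM, q = 0.0353) and Tpsb2 (33.4 and 4.79 FPKM, q = 0.0419) were lower in 14-3-3ζKO tissue in the authors' deposited table. Both missed the exact permutation test over libraries (adjusted p = 0.138 and 0.115), and with wild-type replicates 1, 3 and 4 left out their log2 differences were -0.01 and -0.07. Recomputed from the group values of the authors' deposited table as log2(FPKM + 1), the folds of the mast cell members Mcpt4, Cpa3 and Fcer1a were -2.92, -2.82 and -2.21 (Cuffdiff q = 0.0775, 0.239 and 0.222). On the same scale those of the neutrophil members S100a9 and Retnlg in the authors' deposited table were 2.10 and 2.85 (Cuffdiff q = 0.78 and 0.464), so the list's median mixes both directions. Adjusted over the list alone 6 members were lower and 1 was higher, the median was -0.82, and the cameraPR adjusted p was 3.54e-05 (adjusted p = 0.827 with an estimated correlation). None of the 25 proliferation genes passed in the authors' deposited Cuffdiff table and 7 had an unadjusted p under 0.05, all lower, while none passed when adjusted over the list alone. That list's median was -0.78 and its cameraPR adjusted p 2.61e-10 (adjusted p = 0.795 with an estimated correlation). In the list of 16 adipocyte precursor and stromal genes, Lum, a matrix proteoglycan, had a log2 fold of -1.91, as deposited, in the authors' deposited table (q = 0.0353), and 2 genes were lower when adjusted over the list alone. Lum missed the exact permutation test over libraries (adjusted p = 0.0991), and its log2 difference moved from -1.46 to -0.23 with wild-type replicates 1, 3 and 4 left out. The list's median was -0.20 and its cameraPR adjusted p 0.0165 (adjusted p = 0.895 with an estimated correlation).

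Endothelial genes had a median log2 fold of 0.63 over 16 members and mesothelial genes one of 0.82 over 14 members, both shifted higher (cameraPR adjusted p = 0.0141 and 0.000494; adjusted p = 0.895 for each with an estimated correlation). No member of either list passed in the authors' deposited Cuffdiff table or when adjusted over the list alone, and at an unadjusted p under 0.05 there were 3 higher and 1 lower endothelial members (Fabp5 the lower) and 4 higher mesothelial members. B cell genes had a median of 0.79 over 14 members (cameraPR adjusted p = 0.0161; adjusted p = 0.895 with an estimated correlation), and Igkc stood at 1373 and 3493 FPKM in the authors' deposited table (p = 0.245). T cell genes had a median of -0.11 (cameraPR adjusted p = 0.168), with 1 of 17 lower when adjusted over the list alone, and smooth muscle and pericyte genes one of 0.25 (cameraPR adjusted p = 0.168). Erythroid genes shifted higher, with a median of 1.77 over 8 members (cameraPR adjusted p = 3.70e-08; adjusted p = 0.452 with an estimated correlation). Slc4a1 was the erythroid member that passed in the authors' deposited table (q = 0.0169), and 4 were higher when adjusted over the list alone. KO replicate 1 held 94.7% of the Slc4a1 signal in 14-3-3ζKO tissue, and no other erythroid member had values per library. Whether the shift of the list rests on that library is therefore unknown.

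Genes of adipocyte identity and metabolism showed few calls. None of 20 mature adipocyte markers passed in the authors' deposited Cuffdiff table, where 1 had an unadjusted p under 0.05, and Fabp4, the adipocyte fatty acid carrier, stood at 13823 and 31136 FPKM (p = 0.74). Adipoq stood at 1474 and 1607 FPKM (p = 0.902) and Lep at 579 and 278 FPKM (p = 0.337) in the authors' deposited table. The marker list had a median of 0.42 (cameraPR adjusted p = 0.206) and no call when adjusted over the list alone. Pparg, the master regulator of adipogenesis, stood at 91.2 and 103 FPKM (p = 0.718), Cebpa at 121 and 103 FPKM (p = 0.619) and Foxo1 at 13.8 and 21.6 FPKM (p = 0.157) in the authors' deposited table. Cebpb stood at 32.8 and 94.9 FPKM (p = 0.0812) and Cebpd at 40.9 and 98.7 FPKM (p = 0.0298) in the authors' deposited table, both at long loci (chromosome 2, 167378814 to 167515918, and chromosome 16, 15886655 to 16146944) that reach beyond the gene, so both values are uncertain. Among 19 adipogenic transcription factors the median was 0.18 (cameraPR adjusted p = 0.0501). De novo lipogenesis genes shifted higher (median 0.42, cameraPR adjusted p = 0.0165; adjusted p = 0.895 with an estimated correlation), with Acacb as the 1 of 21 members to pass in the authors' deposited table and when adjusted over the list alone. Fasn, fatty acid synthase, stood at 257 and 343 FPKM (p = 0.742) and Pnpla2, adipose triglyceride lipase, at 521 and 858 FPKM (p = 0.442) in the authors' deposited table, where the row of Pnpla2 also covers Efcab4a, so its value is uncertain. Hprt, to which the study normalized its quantitative PCR, stood at 124 and 160 FPKM (p = 0.408) in the authors' deposited table. Lipolysis and fatty acid oxidation genes had a median of 0.51 (cameraPR adjusted p = 0.0107) and oxidative phosphorylation genes one of 0.41 (cameraPR adjusted p = 0.00217), and both calls were lost at the estimated correlation (adjusted p = 0.895 for each with an estimated correlation).

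In RNA of this whole adult tissue, the hedgehog and cell-cycle inhibitor genes that the study examined in pre-adipocytes showed no detectable difference. Gli3, a transcription factor of hedgehog signalling, stood at 0.713 and 0.542 FPKM (p = 0.53) in the authors' deposited table. Both values lay under the expression floor of 1 FPKM, so the comparison of Gli3 says little. Cdkn1b, which encodes an inhibitor of cyclin-dependent kinases, stood at 12.9 and 13.3 FPKM (p = 0.917) in the authors' deposited table. The study also described greater protein of Gli3 and Cdkn1b in adipose precursors of knockout embryos, which RNA of adult tissue does not test. Hedgehog signalling genes had a median of -0.08 over 15 members (cameraPR adjusted p = 0.785) and CDK inhibitors one of 0.00 over 8 members (cameraPR adjusted p = 0.987). Immediate early genes shifted higher (median 0.71, cameraPR adjusted p = 3.21e-07; adjusted p = 0.827 with an estimated correlation), with Ier3 called in the authors' deposited table (q = 0.0169) and 4 of 21 when adjusted over the list alone. Circadian clock genes had a median of 0.40 (cameraPR adjusted p = 0.0491; adjusted p = 0.895 with an estimated correlation). Autophagy (median -0.13), unfolded protein response (-0.36), interferon response (0.01), insulin signalling (0.13), cholesterol synthesis (-0.04), skeletal muscle (0.32) and brown and beige adipocyte genes (0.11) were not called as lists by cameraPR. Across the 20 lists with no member past Cuffdiff's q of 0.05 and none past it when adjusted over the list alone, which include these, 31 of 365 tested members had an unadjusted p under 0.05. Over all tested loci it was 1231 of 17190, and a gene in more than 1 list was counted in each. Inflammatory cytokine genes (median -0.16) and adipokine and hypertrophy genes (-0.14) were not called either, and each held, also when adjusted over the list alone, 1 member that passed in the authors' deposited table, Il1rn and Trem2.

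**Figure D2:**
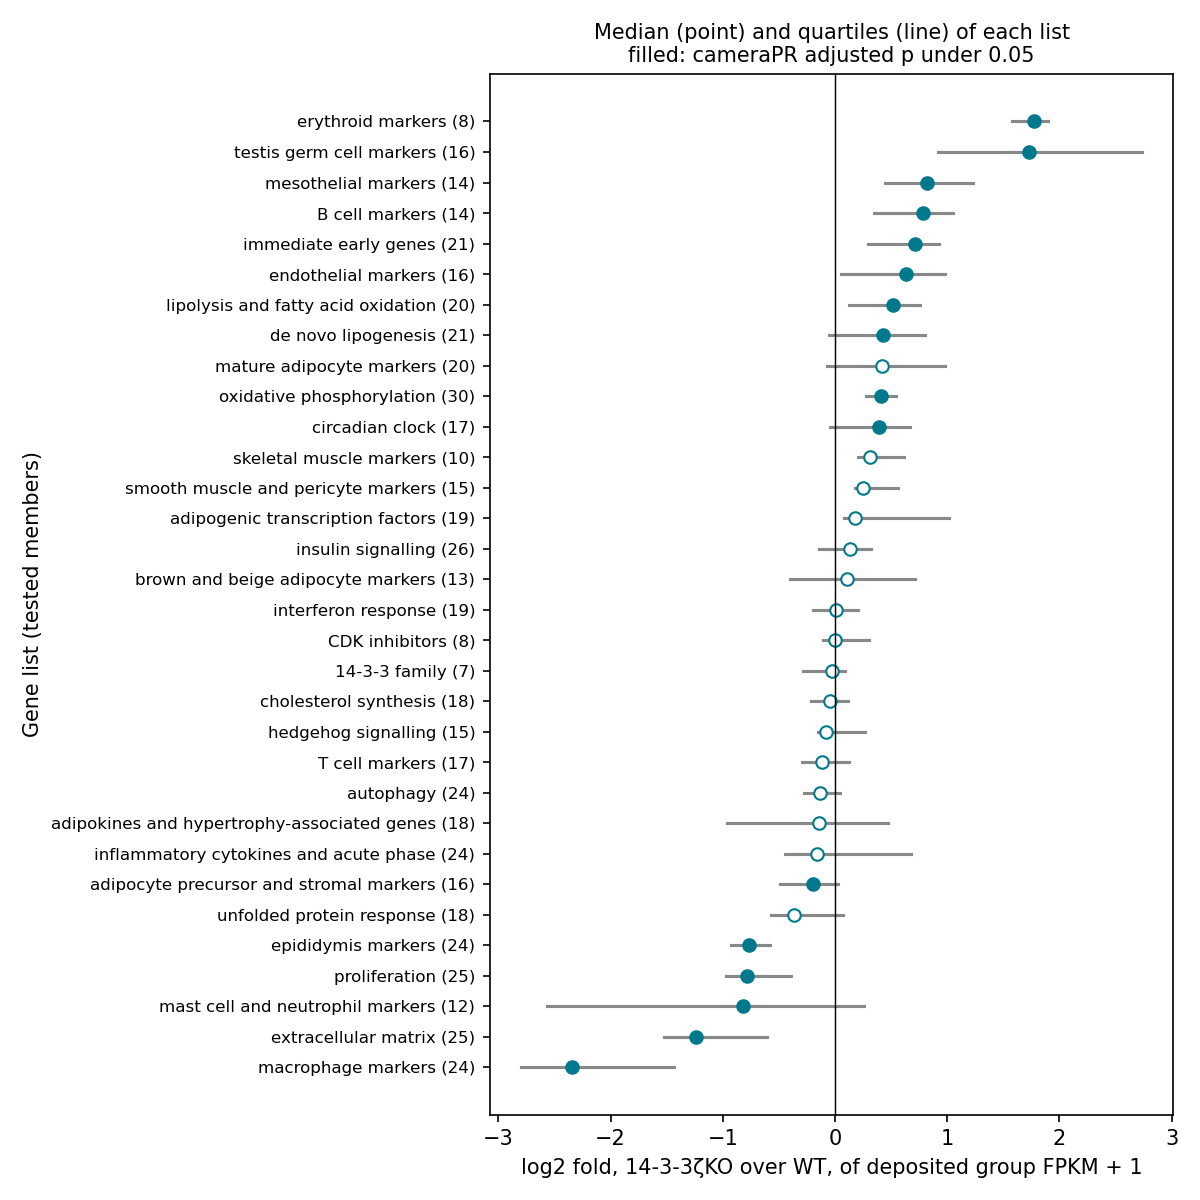
Median (points) and quartiles (lines) of the log2 fold of deposited group FPKM + 1, 14-3-3ζKO over wild-type, for 32 gene lists with the number of tested members in brackets. Filled points mark an adjusted cameraPR p under 0.05 at the preset correlation; macrophage markers lie lowest (median -2.34) and erythroid markers highest (1.77).

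Around the targeted locus, no gene other than Ywhaz passed Cuffdiff's q of 0.05 within 10 Mb (0 of 74 tested, Fisher's exact test, p = 1). At an unadjusted Cuffdiff p under 0.05 there were 11 of 74 (14.9%) against 7.12% of other genes (Fisher's exact test, p = 0.0198). The excess was not called at this threshold within 5 Mb (7 of 52, Fisher's exact test, p = 0.0967) or 20 Mb (11 of 100, p = 0.168).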

Values the study reported

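The study reported that 78 genes differed in gonadal white adipose tissue of adult knockout mice. The deposited count is not the same, and the sources used here do not say why. By quantitative PCR of gonadal fat, the study found reduced mRNA of C/EBP-α, Fasn and Atgl (Pnpla2) in knockout mice and unaltered Pparg mRNA. In the deposited group values Cebpa was lower but Fasn and Pnpla2 were higher, none of them called. The quantitative PCR was normalized to HPRT and FPKM were not, so the measures are unlike. Hprt was itself higher in the deposited group values of knockout tissue, though not called. The animals of that panel may differ from those sequenced.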

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

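Single libraries that stood far from the rest of their group were sought among the 30 named genes with values per library, and 7 of 60 gene and group pairs had one, where chance gives about 1 in 20. Over the 86 genes it was 10 of 172 pairs, near that rate, and the named genes were chosen partly for large folds. In KO replicate 1, Slc4a1 was 20.8 FPKM against 0.0508 to 0.526 FPKM in the other 14-3-3ζKO libraries, and Col1a1 was 1.65 FPKM against 9.58 to 14.9 FPKM. In KO replicate 2, 2310014L17Rik was 694.6 FPKM against 0.0562 to 1.64 FPKM. In KO replicate 3, Lum was 6.57 FPKM against 15.9 to 22.3 FPKM, Ces1f 23.6 FPKM against 125 to 174 FPKM, and Tlr8 0.553 FPKM against 1.07 to 1.33 FPKM. In wild-type replicate 6, Apold1 was 0.911 FPKM against 3.42 to 5.53 FPKM.

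The test of KO replicate 1 was chosen after the result was seen. High values in that library alone could have produced the genes higher in 14-3-3ζKO tissue. Without it, 18 of the 20 higher genes kept a log2 difference of at least 1, so that library alone did not supply the difference of these 18. Slc4a1 and an unnamed locus near Adcy5 (chromosome 16, 35152245 to 35154877) did not keep it, with log2 differences of 0.06 and -0.19. KO replicate 1 held 94.7% and 93.8% of their 14-3-3ζKO signal, so the rise of these 2 rested on that library. Some of the 18 rested mainly on another library. KO replicate 2 held 99.7% of the 2310014L17Rik signal and 83.9% of that of Ighg3, and KO replicate 5 held 65.4% of that of Mmp7. Gadd45g and Ier3 kept differences of only 1.01 and 1.03. The 20 genes had also been chosen on the same libraries. Without KO replicate 1, 0 of the 20 higher genes passed the exact permutation test after adjustment. The genotype remains an untested explanation for the rest.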

How the results depend on the processing

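The Cuffdiff count of 86 became 0 at a q of 0.01, below the smallest q that its p-values allow (1231 loci had an unadjusted p under 0.05), and 141 at a q of 0.1, and it ranged from 84 to 86 under the other planned filters, pseudocounts and recentring. For the values per library, the permutation count of 56 ranged from 0 to 75 with 1 library left out, was 0 without KO replicate 1, 2, 4 or 5 in turn, 9 without KO replicate 3, 14 without WT replicate 1 and 17 without WT replicate 4. Fewer splits exist with fewer libraries, and limma called 48 to 81 genes in the same leave-outs. Alternatives chosen after the data were seen left out WT replicates 1, 3 and 4, where limma called 5 genes and the exact permutation test gave 17 with an unadjusted p under 0.05; both counts rest on 3 against 5 libraries. Ywhaz kept its direction and an unadjusted exact permutation p under 0.05 in each leave-out, with log2 differences from -2.48 to -2.15, but after adjustment it was not called without KO replicate 1 (adjusted p = 0.0738), 2, 4 or 5. With the replicate number as a block, limma called 80 genes against 74 without it, but wild-type replicate 6 has no partner in that fit. Same-numbered libraries correlated between -0.49 and 0.57, and 1 of 5 correlated best with its own number. These correlations rest on the called genes, most of which follow wild-type replicates 1, 3 and 4, so they neither show nor exclude a pairing. The study states that littermate controls were used. The 16 lists called by cameraPR became 9 at a correlation of 0.05, 9 with the log2 fold as the statistic and 0 at the correlation estimated from macrophage genes, where 2 lists had an unadjusted p under 0.05; the cause of the change with the log2 fold was not tested. Within 10 Mb of Ywhaz there were 0 genes at a q of 0.05 and an excess at an unadjusted p under 0.05 (Fisher's exact test, p = 0.0198, odds ratio 2.28), which was not called at 5 Mb (p = 0.0967) or 20 Mb (p = 0.168); the cause was not tested. No read totals per library are given in the sources used here, so the limit that depth sets on low genes is not stated.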

Other observations

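Transcripts of the male reproductive tract were present in the adipose samples of both genotypes. Epididymal genes reached 7450 FPKM for Gpx5 in wild-type against 3785 FPKM in 14-3-3ζKO tissue in the authors' deposited table (p = 0.744), and Lcn5 stood at 2737 and 2141 FPKM (p = 0.898). All 24 tested members of the epididymis list were lower in 14-3-3ζKO tissue, none with an unadjusted Cuffdiff p under 0.05, with a median log2 fold of -0.77 (cameraPR adjusted p = 0.0247; adjusted p = 0.895 with an estimated correlation). Germ cell genes went the other way. Prm1, a protamine of sperm chromatin, stood at 10.7 and 156 FPKM (q = 0.101) and Prm2 at 28.5 and 150 FPKM (q = 0.366) in the authors' deposited table. The list of 16 had a median of 1.73 (cameraPR adjusted p = 9.55e-10; adjusted p = 0.597 with an estimated correlation), with 0 members past Cuffdiff's q of 0.05, 8 at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone. Among mitochondrially encoded genes, 10 of 10 were higher in 14-3-3ζKO tissue with a median log2 fold of 1.04, none with an unadjusted Cuffdiff p under 0.05. The 19 unnamed loci shorter than 600 bp with over 1000 FPKM took 24.9% of the summed FPKM in wild-type and 16.9% in 14-3-3ζKO tissue, but 11 of them were listed at 0 in wild-type and at 2276 to 19517 FPKM in 14-3-3ζKO tissue in the authors' deposited table. Of the 19, 13 had an unadjusted p under 0.05 and none a q under 0.05. The 11 loci were 102 to 106 bp long, shorter than the reads that the study's methods describe. FPKM are scaled to length, so loci this short can reach high values from few fragments. Their values and the shares of summed FPKM are therefore uncertain.

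Of the tests weighed here, those of adipocyte share, of WT replicates 1, 3 and 4 and of epididymal tissue were chosen after the results were seen, and the patterns of macrophage and germ cell genes were themselves noticed in these data. For the lower macrophage genes, a smaller share of adipocytes in wild-type tissue would have raised other cell types alike. The test used 4 cell type lists (endothelial, smooth muscle, mesothelial and T cell). In 4 of 4 the median was above -0.5 and the lower quartile above the macrophage median. For these lists, that argues against a rise of other cell types alike. Mast cell markers, some lower as well, and extracellular matrix genes (median -1.23) were not among them. Adipocyte genes took 2.83% of the summed FPKM in wild-type and 5.24% in knockout tissue. The most abundant of these markers, Fabp4 (13823 and 31136 FPKM) and Cfd (1899 and 7755 FPKM), weigh heavily in these shares, and neither was called. Of the 20 markers 14 were higher and 6 lower. Adipoq (1474 and 1607 FPKM), Plin1 (241 and 232 FPKM) and Lpl (1514 and 1412 FPKM) changed little. The summed FPKM also include the short unnamed loci, whose values are uncertain. The shares therefore neither show nor exclude a smaller adipocyte share in wild-type tissue as part of the pattern. High values in WT replicates 1, 3 and 4 alone may account for much of the pattern: without them the median log2 difference over the 11 macrophage genes moved from -2.25 to -0.86, and limma called 0 of the 11, with 2 at an unadjusted exact permutation p under 0.05. All 11 stayed lower, from -1.43 to -0.30, so these libraries and the genotype cannot be told apart with 3 wild-type libraries remaining. Among the 100 splits of the 11 libraries drawn, 1, the real one, gave as many as 56 genes and the highest other gave 8, but the 86 genes had been chosen on the real split, so chance is not excluded by this count.

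For the germ cell genes, epididymal tissue carried over with its sperm would have raised epididymal genes in 14-3-3ζKO tissue, whereas their median was -0.77; sperm without epithelium stays open. Testis tissue might instead have been carried over, with its Leydig and Sertoli cells. Over 13 tested markers of these cells, fixed before their values were seen, the median log2 fold was 0.44, between the bounds set for and against it. The markers include Cst12 (610 and 374 FPKM in the authors' deposited table), which was abundant in both groups and so says little about testis. Spermatid genes outside the fixed list had a median of 1.52 over 15 members, with 15 above 0, 0 past Cuffdiff's q of 0.05, 5 at an unadjusted p under 0.05 and 3 higher when adjusted over the list alone. Without values per library the number of samples that carry these transcripts is unknown.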
